A study of Homo sapiens with 4 samples. Its data were reported in "Integrative analysis of SF-1 transcription factor dosage impact on genome-wide binding and gene expression regulation" (2013).

How the data were processed

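FAIRE-seq (formaldehyde-assisted isolation of regulatory elements followed by sequencing) enriches DNA that is free of nucleosomes. It was applied to a subclone of the H295R adrenocortical tumour cell line that carries a doxycycline-inducible copy of SF-1 (NR5A1), a nuclear receptor that controls steroidogenic genes. The series held 4 samples, namely 1 FAIRE library and 1 input DNA library in each of 2 conditions, basal SF-1 expression and SF-1 overexpression after 3 days of doxycycline. Samples were grouped per the labels of the submitters. Peaks had been listed for each FAIRE library on its own. The peak list of each FAIRE library was used, and the input DNA libraries were not analysed here.

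Per the file headers, each list was a browser track with 1 line per peak that gave the chromosome, start, end, a running peak number, a score and a strand. The authors mapped the reads of their ChIP libraries to hg19 with ELAND and called peaks with the SeqPeak algorithm of CisGenome against input DNA. For the FAIRE libraries neither the aligner, the caller nor the threshold was stated, although the track names carried the extension of a CisGenome peak file. The score that the authors deposited was 1000 for every peak, so it held no information on peak height, and site width was used in its place, as had been provided for. The deposited peak numbers ran from 1 to the number of peaks in file order. Wider sites came first (Spearman rho -0.784 across the sites of the basal list and -0.791 across those of the overexpression list), but the quantity that set this order was not stated, and sites are not independent replicates. All starts lay at multiples of 50 bp. The lists gave no read counts, so sequencing depth is unknown and differences in depth between the libraries were not corrected for.

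Coordinates were compared with GRCh37, the assembly behind hg19. No nuclear site of either list ran past a chromosome end. The mitochondrial site of each list ended at 16599, beyond the 16569 bp of the reference, at the next end on the 50 bp grid. Coordinates are given 1-based. Genes were taken from GENCODE release 44 mapped to GRCh37, with 64449 annotated genes on chromosomes 1 to 22, X and Y, of which 20163 were protein-coding.

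A site was called shared when it overlapped a site of the other list by at least 1 bp and condition-only otherwise. Shares have exact (Clopper-Pearson) 95% intervals, ratios of site numbers have intervals from the exact binomial, and differences between shares have Newcombe intervals. With 1 library per condition no test between conditions exists and no p-value was computed. Intervals cover counting error only, sites are not replicates, and no difference between conditions has a replicate check. Intervals for ratios and differences between whole lists treated the lists as independent although they share sites, which can make them too wide. Random placement moved each nuclear site, at its width, to a uniform position between the first and the last site of its chromosome, in 100 draws. Assembly gaps, where no site can be called, were not left out of the random positions. Positions were classified by the site centre as within a gene, or by the distance to the nearest gene end with limits of 2, 10 and 100 kb. Distance to the nearest annotated transcription start site was also taken.

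Motifs were searched on both strands of the whole site: CAAGGYCA for SF-1, TTCAGCACCNNGGACAGCGCC with up to 4 mismatches for NRSF/REST, CCASYAGRKGGC with up to 1 mismatch for CTCF, and TGASTCA for AP-1. GACAYGCA, which has the letters of the SF-1 motif in another order, served as a composition control. The same search was made in sequence of equal length starting 1000 bp beyond either end of the site. For matched comparisons, equal numbers of basal-only and overexpression-only sites were drawn within strata of 50 bp of width and 2.5 percentage points of GC content. The GC-standardised ratio of a chromosome was its ratio divided by that predicted from the GC content of its sites, in bins of 2.5 percentage points, times the genome-wide ratio.

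Genes regulated by SF-1 knockdown or overexpression were those listed by the authors from expression arrays, which are other samples of this cell line. Of the names of the 4 lists, 178 protein-coding genes were matched for those higher on SF-1 overexpression, 87 for those lower on overexpression, 123 for those lower on knockdown and 78 for those higher on knockdown. RefSeq synonyms were used for names only. For each list, the share of genes with a site within 10 kb of the gene body was set against 10000 random lists of protein-coding genes with the same number of genes from each of 20 bins of gene length. The background was not matched on expression.

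Named sites were the 3 widest sites of each condition-only class and of the shared sites of each list, with ties resolved by chromosome and start. Named genes were 12 steroidogenic genes. These naming rules, the overlap rule, the site classes, the motifs, the gene lists and all alternatives except those given last were chosen before the data were examined. Alternatives covered stricter overlap, proximity within 500 bp in place of overlap, stricter and equal-length lists by width, merging of neighbouring sites, windows of 500 bp, chromosomes 1 to 22 and X only, covered length, other gene sets and rules, matched sites and a gene window of 100 kb. Stricter lists by width held the sites at least as wide as the median, which is more than 50% of each list because many sites have the median width. Further alternatives chosen after seeing the data were the upper 50% of each list by peak number, the GC-standardised chromosome ratios, the positions of sites matched on GC content between the lists, and motif shares of sites matched also on the place in the list.

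Calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9 and pysam 0.24.0, with samtools 1.23.1 for indexing. The calculations were tested on simulated data. An overlap of 50.0% implanted in a second list made from 34422 basal sites was recovered as 50.0%. All 800 simulated sites were put in the right position class (100%), and the search found 100% of the motifs implanted among 8000 random sequences per motif. Matching left a difference of 0.181 percentage points where none existed in 10000 simulated sites per class, and 3.5% of 200 random gene lists lay above the 95th percentile.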

Results

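Accessible chromatin was mapped by FAIRE-seq in H295R/TR SF-1 cells, adrenocortical tumour cells in which doxycycline raises the dosage of the nuclear receptor SF-1. The data comprised 1 list of FAIRE sites for cells with basal SF-1 expression and 1 list for cells overexpressing SF-1, each called from 1 library, and the sequencing depth of the libraries is unknown. All differences are between single libraries and have no replicate check, intervals cover counting error only, and sites are not replicates. A site absent from a list was not called there, which is not evidence of closed chromatin. Positions are on GRCh37.

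To ask how many sites were accessible at each SF-1 dosage, the deposited lists were counted. There were 34423 FAIRE sites in the basal condition and 31219 in the overexpression condition, a ratio of overexpression to basal sites of 0.907. The median site width was 249 bp in both lists, with quartiles of 199 and 299 bp. Nuclear sites covered 8.94 Mb in the basal list and 8.15 Mb in the overexpression list. Each list held 1 site over the whole mitochondrial genome, and chromosome Y carried 9 basal and 17 overexpression sites. When only sites at least as wide as the median of the pooled lists were kept, 19342 basal and 17640 overexpression sites remained, a ratio of 0.912.

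The overlap of the lists addressed whether accessible sites were rearranged upon SF-1 overexpression. Of the basal sites, 18656 overlapped a site of the overexpression list, which is 54.2% (95% interval 53.7 to 54.7%). Of the overexpression sites, 18634 overlapped a basal site, which is 59.7% (59.1 to 60.2%). These sites formed 18704 overlapping pairs. Under random placement the mean overlap was 0.619% for basal and 0.673% for overexpression sites. There remained 15767 basal-only and 12585 overexpression-only sites. Over covered nuclear sequence, the Jaccard index of the lists was 0.378. The alternative that moved the overlap most set the sites at least as wide as the median against the whole other list. It gave 68.2% of basal and 72.7% of overexpression sites. At equal list length, with the narrowest basal sites left out, both shares were 57.2%.

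Shared sites were wider and stood earlier in the lists than condition-only sites. In the basal list the median width was 299 bp for shared and 199 bp for basal-only sites. In the overexpression list it was 249 bp for shared and 199 bp for overexpression-only sites. The shared part fell along the lists, from 95.8% in the first 10% of the basal peak numbers to 21.9% in the last 10%. In the overexpression list it fell from 96.6% to 29.9%. A similar gradient was found by width. Sites 149 bp wide were shared in 32.7% of cases in the basal list and 38.7% in the overexpression list, whereas sites of at least 399 bp were shared in 81.8% and 87.5%. With an overlap of at least 50% of both sites required, the median difference in width between shared and overexpression-only sites moved from 50 to 100 bp. In the basal list the median difference moved from 100 to 50 bp when sites within 500 bp counted as shared.

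**Figure D1:**
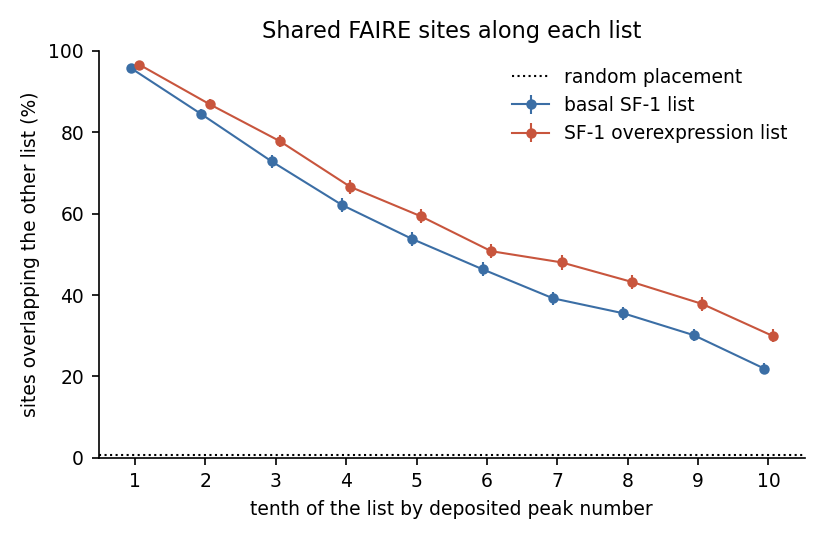
Share of sites (%) that overlapped the other list, in steps of 10% of each list in the order of the deposited peak numbers, with exact 95% intervals for counting error. The share fell from 95.8% to 21.9% in the basal list and from 96.6% to 29.9% in the overexpression list, and the dotted line marks random placement.

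The widest basal-only sites lay on chromosome 13 from 97203001 to 97204149 (1149 bp) in an intron of HS6ST3, on chromosome 18 from 9436451 to 9437349 (899 bp), 34482 bp downstream of TWSG1, and on chromosome 9 from 92869301 to 92870149 (849 bp), 801 bp upstream of a processed pseudogene. The widest overexpression-only sites lay on chromosome 21 from 46798351 to 46799399 (1049 bp) in an intron of a long non-coding RNA, and on chromosome 6 from 115861351 to 115862299 (949 bp), 92879 bp downstream of LINC02534. The remaining site of this class lay on chromosome 16 from 46404351 to 46405199 (849 bp), 98478 bp downstream of a long non-coding RNA gene and in a cluster of 18 overexpression-only sites, 17 of which consisted mostly of sequence repeated in the genome. Apart from the mitochondrial site, the widest shared sites of the basal list lay on chromosome 13 from 109983301 to 109984799 (1499 bp), 19929 bp downstream of LINC01067, and on chromosome 19 from 47759651 to 47761049 (1399 bp) in the untranslated part of the first exon of CCDC9. In the overexpression list they lay on chromosome 21 from 9825251 to 9827449 (2199 bp), covering the 5′ ends of MIR3648 and MIR3687, and on chromosome 3 from 9437851 to 9439449 (1599 bp), over the 5′ end of SETD5.

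The numbers of sites were then compared by chromosome, with chromosome Y left out for its few sites. The ratio of overexpression to basal sites ranged from 0.835 (0.776 to 0.899) on chromosome 4 to 1.12 (0.991 to 1.26) on chromosome 22. Of 23 chromosomes, 5 (chromosomes 16, 17, 19, 20 and 22) had an interval above the genome-wide ratio of 0.907, 3 (chromosomes 3, 4 and 6) had an interval below it and 15 included it. These intervals treated the lists as independent although they share sites. Among condition-only sites, the ratio of chromosome 5 (0.707, 0.641 to 0.778) also lay below the genome-wide value of 0.798. For all sites, the SD of the log2 ratio between chromosomes was 0.12. The alternative that moved it most was standardisation to the GC content of the sites, a choice made after seeing the data, which lowered the SD to 0.059 and the ratio of chromosome 22 to 0.961.

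**Figure D2:**
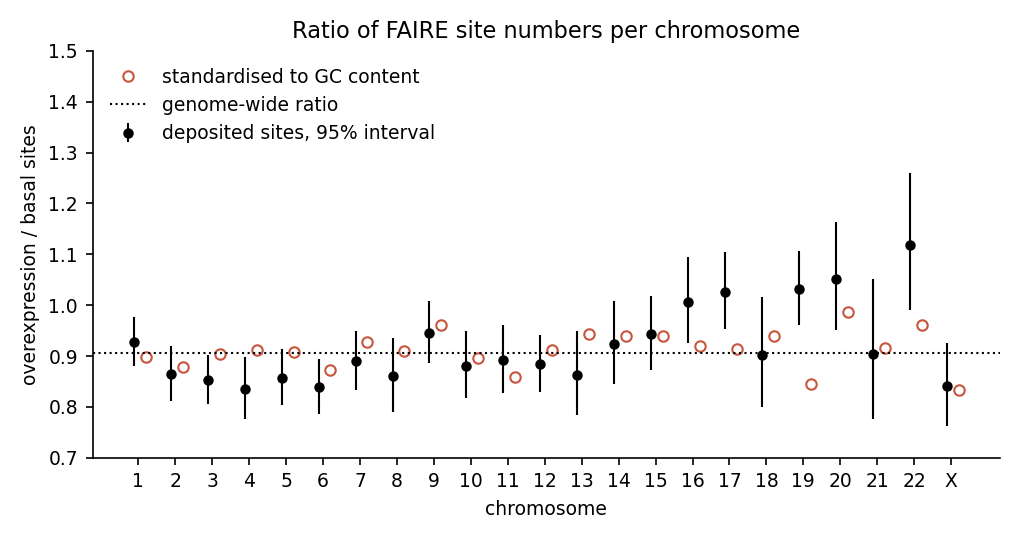
Ratio of overexpression to basal FAIRE sites for chromosomes 1 to 22 and X, with 95% intervals for counting error (filled circles) and after standardisation to GC content (open circles). Among these the unstandardised ratio was highest on chromosome 22 at 1.12, the dotted line marks the genome-wide ratio of 0.907, and the vertical axis does not start at 0.

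The condition-only classes differed in base composition. The mean GC content was 42.9% for basal-only sites and 48.7% for overexpression-only sites, against 53.8% for shared sites of the basal list. Genome-wide, there were 0.798 overexpression-only sites for each basal-only site. This ratio was 0.418 (0.392 to 0.445) for sites with under 35% GC and 2.00 (1.77 to 2.26) for sites with 60 to 65% GC. The rise was present both farther than 10 kb from any transcription start site, from 0.442 (0.407 to 0.480) under 35% GC to 1.89 (1.55 to 2.31) at 55 to 60% GC, and within 1 kb of a start site, from 0.407 (0.318 to 0.516) to 1.51 (1.29 to 1.77) over the same classes.

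**Figure D3:**
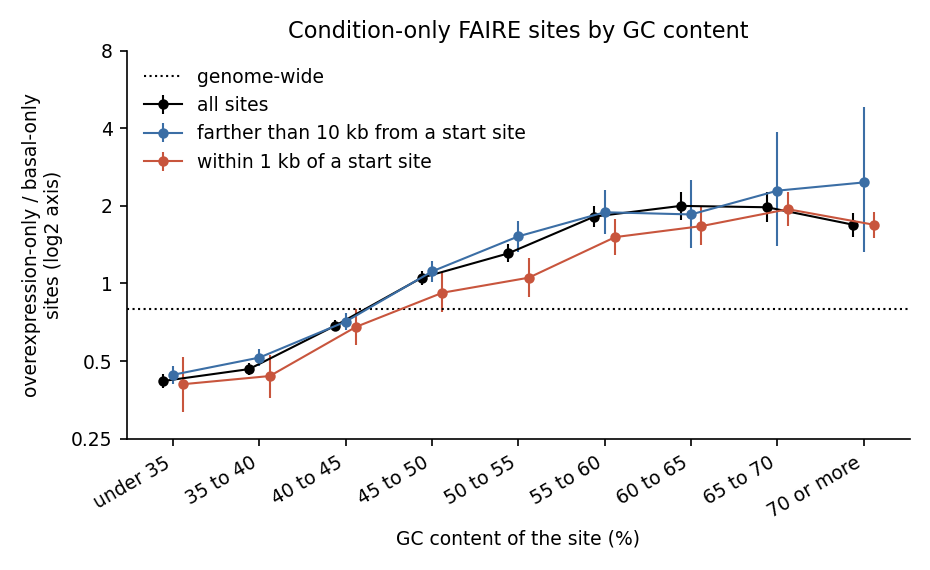
Ratio of overexpression-only to basal-only sites (log2 axis) by GC content of the site (%), for all sites, for sites farther than 10 kb from a transcription start site and for sites within 1 kb of one, with 95% intervals for counting error. For all sites the ratio rose from 0.418 under 35% GC to 2.00 at 60 to 65% GC, and the dotted line marks the genome-wide value of 0.798.

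The position of FAIRE sites relative to genes was examined in each condition. The centre of the site lay within an annotated gene for 65.8% (65.3 to 66.3%) of basal and 65.5% (65.0 to 66.1%) of overexpression sites, against 60.8% and 60.9% under random placement. Sites under 2 kb upstream of a gene made up 12.5% (12.1 to 12.8%) of the basal and 13.8% (13.4 to 14.1%) of the overexpression list, against 1.80% and 1.83% at random. In all, 1.28% of basal and 1.15% of overexpression sites were farther than 100 kb from a gene, against 6.92% and 6.97% at random. Random positions could fall in assembly gaps, where no site can be called, so these comparisons may overstate nearness to genes by an unknown amount. Within 1 kb of a transcription start site there were 34.3% (33.8 to 34.8%) of basal and 39.0% (38.4 to 39.5%) of overexpression sites. In this zone lay 48.5% of the shared sites, 17.4% (16.9 to 18.0%) of basal-only sites and 24.9% (24.1 to 25.7%) of overexpression-only sites. Restriction to protein-coding genes moved the share within genes most, to 53.2% in the basal and 52.8% in the overexpression list. Counting any overlap with a gene gave 75.2% and 76.1% and reversed the order of the lists. After the lists were matched on GC content, a choice made after seeing the data, the order at start sites was reversed, with 39.1% of basal and 37.0% of overexpression sites within 1 kb.

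Sequence motifs were searched to ask how often the recognition sequences of SF-1 and other factors occurred in each class of sites. The SF-1 motif occurred in 13.4% (12.9 to 14.0%) of basal-only, 14.0% (13.4 to 14.6%) of overexpression-only and 12.1% (11.6 to 12.5%) of shared sites of the basal list. In flanking sequence it occurred in 2.51%, 2.54% and 3.63%, respectively, so that it was 5.35, 5.49 and 3.33 times as frequent in the sites. The composition control was found in 0.837% of basal-only and 0.914% of overexpression-only sites, against 0.688% and 0.791% of their flanks. The difference in the SF-1 motif between overexpression-only and basal-only sites was 0.539 percentage points (-0.265 to 1.35) and lay within counting error. It was largest when 500 bp around the centre were searched, at 1.36 points, where the interval left out 0.

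The CTCF motif, recognised by an insulator-binding factor, was present in 16.4% (15.8 to 17.0%) of basal-only, 12.8% (12.2 to 13.4%) of overexpression-only and 18.5% (17.9 to 19.0%) of shared sites. In flanking sequence it occurred in 1.13%, 1.57% and 2.01%, so that it was 14.5, 8.15 and 9.18 times as frequent in the sites. Shared sites were wider and richer in GC and were not matched to the other classes. The difference in share between overexpression-only and basal-only sites was -3.61 percentage points (-4.43 to -2.79). After matching on width and GC content the difference was -5.73 (-6.70 to -4.77). The AP-1 motif was found in 7.76% (7.34 to 8.19%) of basal-only and 5.01% (4.64 to 5.41%) of overexpression-only sites, a difference of -2.74 points (-3.31 to -2.18), while both classes of flanks contained it in 3.28%. The motif of the repressor NRSF/REST was rare, with 52 basal-only sites (0.330%, 0.246 to 0.432%) and 59 overexpression-only sites (0.469%, 0.357 to 0.604%). The difference of 0.139 points (-0.00777 to 0.295) was within counting error. It passed counting error when 500 bp were searched or when sites within 500 bp of each other counted as shared, and was -0.0193 points after matching on width and GC content.

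**Figure D4:**
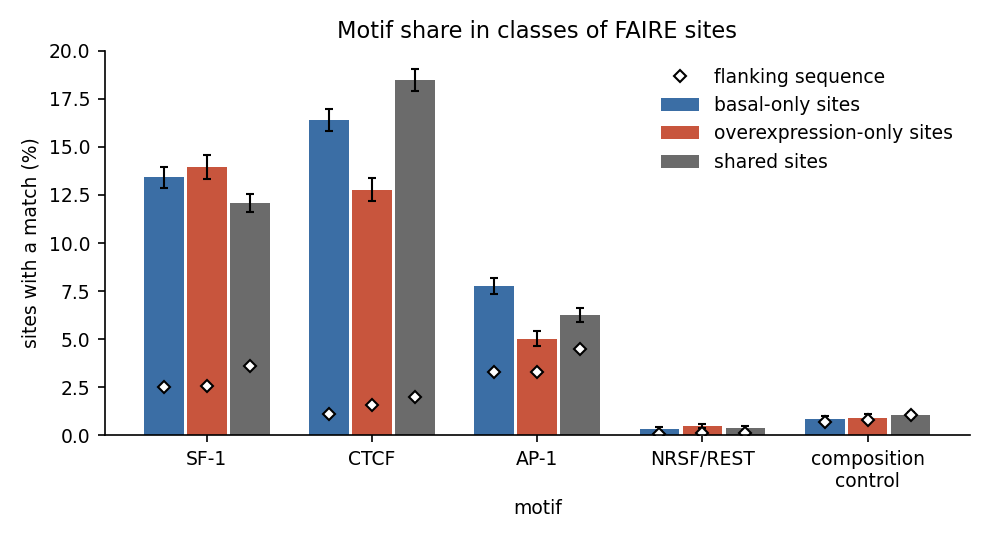
Share of sites (%) with a match to each motif in basal-only, overexpression-only and shared sites (basal list), with exact 95% intervals for counting error, and in flanking sequence of equal length (diamonds). The SF-1 motif was at 13.4%, 14.0% and 12.1%, and the CTCF motif at 16.4%, 12.8% and 18.5%.

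FAIRE sites were then related to genes that the study's expression arrays had listed as regulated by SF-1. Of the 178 genes higher on SF-1 overexpression, 119 (66.9%) had an overexpression-only site within 10 kb, against a median of 43.8% in random lists matched on gene length (middle 95%, 37.1 to 50.6%). This share was reached by 0 of 10000 random lists. For basal-only sites the share was 39.3%, at percentile 1.81 of random lists, and for shared sites it was 55.1%, at percentile 0.980. The 87 genes lower on SF-1 overexpression showed a different arrangement. A basal-only site was found at 63 of them (72.4%, against 41.4 to 59.8% in the middle 95% of random lists, and reached by 0 of them), and an overexpression-only site at 49.4% (percentile 69.9). Shared sites were near 75.9% of these genes (percentile 99.1). The difference between the shares with an overexpression-only and a basal-only site was 27.5 points for the genes higher on overexpression and -23.0 points for those lower on it, against -11.2 to 6.18 and -16.1 to 9.20 in the middle 95% of random lists. With a window of 100 kb, which moved these values most, the excess of overexpression-only sites at the upregulated genes over the random median went from 23.0 to 14.0 points.

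For genes that responded to SF-1 knockdown, overexpression-only sites were near 62.6% of the 123 genes that were lower after it, against a random middle 95% of 39.0 to 56.1%. Basal-only sites were near 57.7% (percentile 95.2) and shared sites near 78.9% (percentile 99.9) of these genes. The difference between the shares with an overexpression-only and a basal-only site was 4.88 points, within the random middle 95% of -14.6 to 7.32. A site of any class was near 95.1% of them (percentile 99.96), so a general excess of sites at these genes stays open. Of the 78 genes that were higher after knockdown, 55.1% had a basal-only site, above the random middle 95% of 33.3 to 52.6%, and 35.9% had an overexpression-only site (percentile 18.2). Shared sites were near 55.1% of them (percentile 6.04). Here the difference between the 2 condition-only shares was -19.2 points, below the random middle 95% of -15.4 to 11.5. With a window of 100 kb the basal-only excess at these genes no longer left the random range. Of the genes lower after knockdown, 3 were also higher and 6 also lower on overexpression. Of those higher after knockdown, 2 were also higher and 11 also lower on overexpression. The percentiles describe these libraries and are not tests between conditions, and the background was not restricted to expressed genes.

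**Figure D5:**
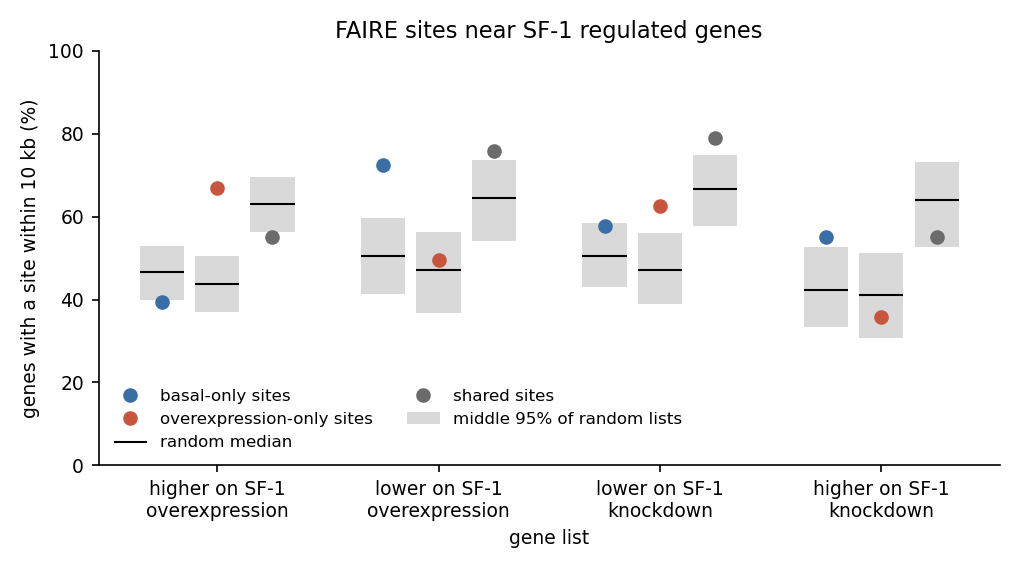
Share of genes (%) of each SF-1 regulated list with a basal-only, overexpression-only or shared site within 10 kb (circles), over the median (line) and middle 95% (grey) of 10000 random gene lists matched on gene length. Overexpression-only sites were near 66.9% of the genes higher on SF-1 overexpression, and basal-only sites near 72.4% of those lower on it.

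Of 12 steroidogenic genes, 10 had at least 1 site within 10 kb in either list. These genes had 14 shared sites of the basal list, 6 basal-only and 11 overexpression-only sites. Of the 12 genes, 0 were listed as higher on SF-1 overexpression and 1 as lower on it. On knockdown, 6 were listed as lower and 0 as higher. NR5A1, which encodes SF-1 (chromosome 9, 127243515 to 127269699), had 2 basal-only sites and 0 overexpression sites. They lay in an intron from 127250151 to 127250399 and from 127269701 to 127269849, with the centre 76 bp upstream of the 5′ end. MC2R (chromosome 18) had 1 overexpression-only site from 13915451 to 13915799, which covered the 5′ end and the untranslated part of the first exon. CYP11A1 (chromosome 15) had 3 shared sites upstream in the basal list and 1 overexpression-only site from 74659901 to 74660149 that covered its 5′ end and contained an SF-1 motif. STAR (chromosome 8) had 2 overexpression-only sites and 2 shared sites, 1 of them in an intron of the neighbouring ASH2L and 1, from 38008501 to 38008699 in both lists, over its 5′ end. SCARB1 (chromosome 12) had 4 basal sites, all shared, and 10 overexpression sites, 6 of them overexpression-only. FDX1 (chromosome 11) had 3 basal-only sites, of which that from 110300501 to 110300799 covered the 5′ end, and 0 overexpression sites. CYP19A1 had 2 shared and 1 overexpression-only site in introns, and HSD3B2 had 1 shared and 1 basal-only site. CYP17A1 had 1 shared site over its 5′ end. CYP21A2 had 1 shared site, centred 54 bp upstream of the gene in the basal list, and CYP11B1 and CYP11B2 had 0 sites in either list. Because CYP21A2, CYP11B1 and CYP11B2 have near-identical copies in the genome and the handling of reads with several matches was not stated, the values of these 3 genes are uncertain.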

Values the study reported

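The study counted 34 421 FAIRE sites in H295R cells at basal SF-1 levels, 31 217 under SF-1 overexpression and 18 703 common to the 2 conditions. For the enrichment of an SF-1 sequence in FAIRE sites it gave P = 7.3e-300 (basal) and P = 1.7e-433 (overexpression), and for CTCF sequences P = 4.8e-261 (basal) and P = 1.8e-60 (overexpression). The supplementary figure it cited there lists motifs of FAIRE sites found only at basal or only at increased SF-1 dosage. The main text did not state this limit.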

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

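The tests chosen only after the data were seen were the upper 50% by peak number, the GC-standardised chromosome ratios, the positions of GC-matched sites, and motif shares matched also on the place in the list. Of 99 recomputed values of 29 results, 54 stayed within the limits used, 36 moved beyond them, 3 became weaker, 4 became stronger and 2 reversed. Differences were compared by their side of the threshold, shares and ratios by the counting interval, width differences and the SD between chromosomes by a resampling interval, and counts by a factor of 1.5.

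The numbers of sites followed the construction of the stricter lists. At or above the pooled median width there were 19342 basal and 17640 overexpression sites, and merging sites within 500 bp left 33110 and 29981, while the ratio stayed within its counting interval under each of the alternatives tried.

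The shares of overlapping sites depended on the rule. An overlap of 50% of the shorter site gave 53.6% (basal) and 59.1% (overexpression), an overlap of 50% of both sites gave 48.2% and 53.2%, and proximity within 500 bp gave 56.3% and 62.0%. Limiting both lists to sites at least as wide as the median gave 55.5% and 60.8%. Such sites against the whole other list gave 68.2% and 72.7%. Equal list length gave 57.2% and 57.2%, windows of 500 bp gave 55.3% and 60.9%, and the upper 50% by peak number gave 57.1% and 62.9%. Merging sites within 500 bp, and leaving out chromosome Y and the mitochondrial genome, left both shares within their counting intervals. In the overexpression list the difference in median width between shared and overexpression-only sites was 100 bp when 50% of both sites had to overlap. In the basal list it was 50 bp in place of 100 bp when sites within 500 bp counted as shared or when centres within 250 bp did, a step of the 50 bp grid that lay within the resampling interval.

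The SD of the log2 ratio between chromosomes was 0.15 for sites at least as wide as the median and 0.059 after standardisation to GC content. Among sites at least as wide as the median, with fewer sites and wider intervals, 5 chromosomes had an interval that left out the genome-wide ratio. Covered length gives no count and thus no such interval.

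Counting any overlap with a gene gave 75.2% of basal and 76.1% of overexpression sites within genes and reversed the difference from -0.250 to 0.856 percentage points. Any overlap does not apply to the distance to a start site. With protein-coding genes only, 53.2% and 52.8% lay within genes and 26.8% and 30.9% within 1 kb of a start site, as fewer genes were counted. Of sites at least as wide as the median, 64.6% and 64.4% lay within genes and 41.2% and 48.6% near start sites. After matching on GC content, 65.1% of basal and 65.8% of overexpression sites lay within genes. This difference changed sign to 0.737 points but was within counting error before and after matching. Near start sites, 39.1% of basal against 37.0% of overexpression sites were found, which reversed the difference from 4.68 to -2.10 points. Matching removed GC-poor basal and GC-rich overexpression sites by construction.

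The difference in SF-1 motif share passed counting error, at 1.36 points, when 500 bp were searched. That of NRSF/REST did so at 0.220 points with 500 bp searched and at 0.163 points when sites within 500 bp counted as shared. The cause was not tested. The differences in CTCF and AP-1 motif share stayed below 0 and past counting error under each of the 4 alternatives tried.

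Among genes higher on SF-1 overexpression, the deficit of basal-only sites against the random median (-7.30 points) no longer left the random range with a window of 100 kb (-3.93) or when sites within 500 bp counted as shared (-6.18). The excess of basal-only sites at genes higher after knockdown was within the random range at 100 kb (2.56 points), and that at genes lower after knockdown passed it at 100 kb (8.13 points). The cause was not tested. The excess of overexpression-only sites at genes higher on overexpression (14.0 points at 100 kb, 24.7 with sites within 500 bp counted as shared) and of basal-only sites at genes lower on overexpression (13.8 and 23.0 points) stayed outside the random range.

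With 1 library per condition leaving out a replicate was not possible nor was a paired analysis. The unknown depth limits all comparisons of the lists, since a list grows with depth, and the equal-length comparison addresses this only in part.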

Other observations

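The tests chosen only after the result was seen were the GC standardisation of the chromosome ratios, the shared share along the lists and the distance to the other list as tests of condition-only sites, GC content and width as a source of the CTCF and AP-1 differences (matching on these had been chosen earlier, matching also on the place in the list had not), and the differences between condition-only classes near up- and downregulated genes with matching on GC content. SF-1 dosage and library are the same split, so for patterns that differ between the lists a difference between the libraries stays open unless a test argues against it.

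The ratio of condition-only sites differed between chromosomes by more than counting noise, with a dispersion of 7.43 where counting noise stays under 1.54 in 95% of cases. Standardisation to the GC content of the sites removed 86.9% of the excess, so base composition is a candidate explanation for most of the spread. The dispersion that remained, 1.84, was still above the limit, which argues against GC content as the whole cause. Start site proximity as the source of the rise with GC content is argued against by sites farther than 10 kb from any start site. Their ratio rose from 0.442 (0.407 to 0.480) under 35% GC to 1.89 (1.55 to 2.31) at 55 to 60% GC. At 70% GC and above it was 2.47 (1.32 to 4.84), from 15 basal-only and 37 overexpression-only sites. Many of these sites may lie inside genes, so proximity to gene bodies was not tested. The spread between chromosomes was not recomputed for these sites, so a part of start site proximity in that spread was not tested either.

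A GC bias between the libraries, from fragmentation, amplification or sequencing, would also move sites present in both lists. Among 4934 shared pairs farther than 10 kb from a start site, the 987 pairs richest in GC stood 14.9 points of rank (12.6 to 17.2) nearer to the head of the overexpression list, relative to the basal list, than the 987 pairs poorest in GC. At 8904 pairs within 1 kb of a start site the shift was 11.6 points (10.1 to 13.1). This is consistent with a GC bias between the libraries, which could account for the GC-rich composition of overexpression-only sites and for their higher share near start sites. An effect of SF-1 dosage on GC-rich chromatin would give the same shift and remains open.

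Condition-only sites may in large part be sites near the calling limit. At least 95.8% of the first 10% of either list was shared, and the share fell steadily down the lists. Shifted boundaries are argued against as the main source, since at most 5.62% of condition-only sites lay within 500 bp of a site of the other list. Repeated sequence is argued against as well, since at most 2.61% of condition-only sites had 50% or more of their 30 bp words repeated in the genome. That value was for overexpression-only sites and exceeded the 1.44% of basal-only sites. How far SF-1 dosage contributed was not tested, because there was 1 library per condition.

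The higher SF-1 motif share of overexpression-only sites was within counting error when whole sites were searched, and its source stays open. It was 0.723 points (-0.199 to 1.64) after matching on width and GC content, and -0.332 points (-1.77 to 1.10) when sites farther than 10 kb from a start site were matched in this way. With 500 bp searched it was 1.36 points and past counting error. The composition control differed by 0.0766 points (-0.140 to 0.301) in whole sites and by 0.150 points, within counting error, with 500 bp searched. Matching was not combined with the 500 bp search, so composition and an SF-1 effect cannot be told apart. A specific gain at the strongest new sites was not seen but cannot be ruled out. The first 50% of the overexpression list exceeded the second by 6.25 points (4.82 to 7.72) among overexpression-only sites. Basal-only sites showed a similar 6.51 points (5.26 to 7.80) in their list. The intervals overlap and are wider than the difference in motif share at issue. The quantity that set the list order was also not stated, so early sites need not be the strongest.

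The lower CTCF and AP-1 motif shares of overexpression-only sites were not explained by the technical properties tested. The CTCF difference was -5.73 points after matching on width and GC content, -5.27 when matched also on the place in the list, and -4.66 among sites farther than 10 kb from a start site. The AP-1 differences were -2.91, -2.55 and -2.89 points, all past counting error. A loss of calls at CTCF and AP-1 sites upon SF-1 overexpression may therefore be proposed as a hypothesis, but a difference in cell state or in fragmentation between the single libraries remains open, and binding of the factors was not measured.

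Genes higher on SF-1 overexpression were near overexpression-only sites and genes lower on it near basal-only sites. An equal excess of sites of every class at active genes is argued against. With random lists matched on length and GC content, the difference between overexpression-only and basal-only shares was 27.5 points for the upregulated genes, against an upper limit of 10.7, and -23.0 points for the downregulated genes, against a lower limit of -19.5. A smaller general excess at the downregulated genes stays open, since shared sites were at percentile 99.8 and overexpression-only sites at percentile 86.1 of these lists. The upregulated genes were at percentile 4.09 for basal-only sites, within the middle 95% of these lists, where matching on length alone had given percentile 1.81. GC content of the gene neighbourhood is argued against too. Random lists matched on length and GC content reached 53.4% at their upper limit against 66.9% for the upregulated genes, and 60.9% against 72.4% for the downregulated genes. Overexpression-only sites near upregulated genes had the SF-1 motif 4.69 points (0.0951 to 10.3) more often than those near other genes, which is consistent with a part for SF-1 motifs in these sites. Basal-only sites near downregulated genes showed a similar difference of 5.04 points (0.412 to 10.8), while basal-only sites near upregulated genes (-2.67 points, -7.01 to 4.04) and overexpression-only sites near downregulated genes (1.85 points, -4.54 to 11.3) were within counting error. Whether these differences differ from each other was not tested. Accessibility that follows transcription stays open beside direct action of SF-1. The paper mapped SF-1 binding by ChIP-seq in other samples, which were not used here. It reported binding sites that overlapped FAIRE sites found only on overexpression. It also associated binding found only on overexpression with upregulated genes, and binding found only at the basal level with downregulated genes.

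The transgene carries SF-1 coding sequence, and reads of the integrated SF-1 cDNA could have produced sites on coding exons of NR5A1. Both sites at the gene (2 of 2) lay in an intron or upstream and belonged to the basal list, which argues against this source. Lower accessibility of the endogenous gene upon SF-1 overexpression is a possible explanation, and a missed call in the overexpression library is as possible for these sites of 249 and 149 bp.

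The first 10 peaks of both lists lay at overlapping places in the same order, and 1 of them was the mitochondrial genome. Of the 9 nuclear sites among them, 5 in each list had at least 50% of their 30 bp words in the mitochondrial genome, up to 71.1%, and no later site of either list did. Mitochondrial DNA reads placed on nuclear copies are a likely source of these 5 sites, and no biological explanation was tested.

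The chromosome 16 cluster was chosen after its values were seen, as the window with the largest excess among 3271 windows of 500 kb. From 46386101 to 46499999 all 18 condition-only sites were overexpression-only, against 5.42 expected from GC content, and 94.4% of them had mostly repeated words. The cluster lay next to an assembly gap of at least 1 Mb. Reads from repeats missing in the assembly may explain it, in amounts that differed between the libraries. The next window, on chromosome 9 from 102061901 to 102431349, had 12 overexpression-only among 13 condition-only sites and 0 with mostly repeated words.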
